A study of Mus musculus with 22 samples. Its data were reported in "In vitro fertilization induces reproductive changes in male mouse offspring and has multigenerational effects" (2025).

How the data were processed

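RNA-Seq counts of 22 F2 mouse placentas collected at E18.5 were analyzed. The labels give 4 groups by sex and by how the sire was conceived: 6 IVF and 6 natural males, and 6 IVF and 4 natural females. Per the labels, RNA from snap-frozen placentas was made into stranded mRNA libraries with a KAPA kit and sequenced on an Illumina instrument. The counts per gene were made by the authors and deposited as 2 tables, one per sex, with Trimmomatic 0.32, STAR 2.3.0e and featureCounts 1.5.0 on the mm10 build. The strand setting of the counting and the annotation release were not stated.

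The deposited values were whole numbers for 35976 gene symbols, and the total per library ranged from 18.4 M to 25.7 M. No library was identical to another of its group. Over genes with a summed count of at least 40, chi-square per degree of freedom between 2 libraries of a group ranged from 18.1 to 248 over 51 pairs, so no library was a copy of another within counting noise. That does not show that each came from a separate placenta, which rests on the labels. Among counts of 1 to 20, 71.1% to 76.0% were even, as when both mates of a read pair are counted. This leaves fold changes as they are but overstates the counting precision, which the spread between placentas in turn absorbs. A count of 0 was read as up to 3 counts, which is 0.117 to 0.163 CPM at these depths.

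Each sex was fitted by itself in R 4.3.3 with edgeR 4.0.16. Genes with low counts were removed with filterByExpr (minimum count 10, minimum total 15), libraries were scaled by TMM, and IVF was compared with natural by the robust quasi-likelihood F test. P-values were adjusted by the Benjamini-Hochberg method, and an adjusted p under 0.05 was a call. The difference of the 2 effects was tested as an interaction in one fit of the 22 libraries with 4 group means. Fold changes of the sexes were correlated over genes tested in both, without a p-value, since genes are not independent. CPM are counts scaled to library size and by TMM, and log2 CPM used a prior count of 2. Errors are SE unless SD is stated, and intervals are at 95%.

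The 32 gene lists held 672 genes, of which 656 were in the tables. They covered placental cell types (labyrinth syncytiotrophoblast, sinusoidal and parietal giant cells, spongiotrophoblast, glycogen trophoblast, endothelium, stroma, erythroid cells, decidua, uterine smooth muscle, leukocytes, natural killer cells, yolk sac endoderm), pathways and technical gene groups. Lists with at least 3 tested members were tested with camera in limma 3.58.1, with a preset correlation of 0.01 and also with an estimated one, and adjusted over 62 tests in both sexes together. The level of a list is the mean log2 CPM of its tested members in a library, compared by an exact permutation test. "Over the list alone" means that p-values were adjusted over the members of that list.

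Genes were named by a rule. In each sex these were the 10 largest increases and 10 largest decreases among calls with an average log2 CPM over 1, with every IVF library on one side of the natural median and a symbol that is not a predicted model. For the sex difference they were the 6 calls with the smallest p, and for each list up to 4 called members with the largest change. Up to 10 genes shared by the sexes were to be named, and none qualified. Flt1, 6 imprinted growth genes and 5 genes for the sex check were always given. A gene named outside this rule was chosen after its values were seen, as were Afp, Alb and Pgr.

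The tests, lists, rule and most alternatives were set before the data were examined. Those alternatives were median-of-ratios size factors (RLE), no filter, DESeq2 1.42.0, limma-voom with quality weights, each library left out in turn, the replicate number as a block, a fold of at least 1.5, all libraries in one fit, the rotation test fry (with statmod 1.5.0) and a prior count of 0.5. Added after the data were seen were halved counts, libraries thinned to the smallest total, list levels of yolk sac endoderm and decidua as covariates, removal of the GC trend of each library, 2 libraries of a sex left out together, and camera on the interaction. Transcript GC was found for 93.9% and 93.6% of the genes tested in males and females. RLE moved the median of all genes against TMM by 0.00444 and 0.00501 on the log2 scale. Other groupings of the libraries were drawn up to 100 times. For females with the groups of that sex alone, the draw held all 24 exchanges of 1 natural and 1 IVF library, and the rest were random.

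The fits were tested on simulated data with 200 changed genes. Of genes changed 1.5-fold, 2-fold and 3-fold, the male fit called 26.9%, 64.2% and 80.3%, the female fit 16.4%, 55.2% and 77.3%, and the interaction 5.97%, 38.8% and 66.7%. False calls were 1 of 115 in males, 7 of 106 in females and 8 of 82 for the interaction. A changed list was called in each sex, and 0 of 30 unchanged lists were. The simulated genes were drawn independently of one another, so this does not test list calls where members are correlated. Figures were drawn with Python 3.11.15 and matplotlib 3.10.9. No library was left out of the comparisons, and each was kept in the group of its deposited label, including the 2 female libraries whose labels are in doubt. Litters, dams and sires are not in the labels and were not modeled, and reads were not realigned.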

Results

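Gene expression was measured by RNA-Seq in 22 placentas of second-generation (F2) mouse concepti at E18.5, shortly before birth. Their sires were males conceived either by in vitro fertilization (IVF), in which eggs are fertilized outside the body, or naturally. Male and female placentas were analyzed by sex. There were 6 IVF and 6 natural male placentas, and 6 IVF and 4 natural female placentas. Total counts ranged from 18.4 M to 25.7 M per library over 35976 listed genes. In males the totals averaged 23.2 ± 2.29 M in the IVF group and 21.1 ± 1.74 M in naturals (SD, n = 6 and 6; exact permutation p = 0.0931, two-sided). In females they averaged 21.0 ± 0.449 M in 6 IVF libraries and 20.1 ± 0.934 M in 4 naturals (SD; exact permutation p = 0.0667, two-sided). Counts are per gene symbol. The labels do not say which placentas shared a litter, so the p-values below measure the spread between placentas and not between litters.

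The labeled sex was checked first with genes of the Y chromosome and with Xist, the noncoding RNA of the inactive X. Ddx3y had 359 to 1121 counts in the male libraries and at most 2 in any female library. Xist had 2817 to 5018 counts in the female libraries. It had 102 to 828 counts in the male libraries, whose pieces of placenta can hold maternal cells. Kdm5d, Uty and Eif2s3y were likewise present in the males, although Eif2s3y reached only 9 counts in natural replicate 4 and 10 counts in IVF replicate 3. Uty had at most 4 counts in a female library, Kdm5d at most 2, and Eif2s3y had 0 in all 10, which allows up to 3 counts or 0.117 to 0.163 CPM over the range of depths here.

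To ask whether conception of the sire by IVF altered the placenta of male F2 concepti, the IVF and natural males were compared. Markers of the syncytiotrophoblast, the fused cell layers that carry out exchange in the labyrinth, were higher in the IVF group. The lists of spongiotrophoblast genes, the placental prolactin family, amino acid transporters and the unfolded protein response were called higher too, and those of interferon-responsive and inflammatory genes lower, each with only part of its members passing. These 6 calls were lost with an estimated correlation (adjusted p = 0.176 to 0.284). All 6 lists passed the exact permutation test of list levels (adjusted p = 0.0149 for each) and fry (0.000627 to 0.0119). The permutation test does not compare a list with the other genes. Of 15377 genes tested with edgeR, 1533 passed an adjusted p of 0.05, of which 964 were higher and 569 lower in IVF. Among these, 452 were higher and 341 lower by at least 1.5-fold, and 205 were higher and 168 lower by at least 2-fold. IVF replicates 3 and 4 lay farthest from the center of the male libraries in the principal components, at distances of 92.4 and 85.4 against at most 55.2 for the others. Without both, a comparison chosen after the data were seen, 876 genes passed (510 higher and 366 lower), and 740 of them were among the 1533 with the same sign.

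The syncytiotrophoblast list changed most clearly. Of its 11 markers, 9 rose (10 when adjusted over the list alone), none fell, and the mean log2 CPM of the list was 0.90 ± 0.05 (SE, n = 6 and 6) higher in IVF males (camera adjusted p = 2.67e-09). The 6 IVF libraries lay between 6.48 and 6.77 and the 6 naturals between 5.70 and 5.81. This was the one list that also passed with an estimated correlation (adjusted p = 0.0029). Gcm1, the transcription factor that drives syncytiotrophoblast differentiation (GRCm38 chromosome 9, 78051958 to 78065624), was 5.49-fold higher (log2 fold change 2.46 ± 0.24 SE, adjusted p = 0.000135). It lay between 12.4 and 32.9 CPM in the IVF males and between 3.12 and 4.76 CPM in naturals. Syna and Synb, which encode the syncytins that fuse these cells, were 3.30-fold and 2.34-fold higher (adjusted p = 0.00184 and 0.000214). Tfrc, the transferrin receptor, was 2.13-fold higher (adjusted p = 0.00318).

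**Figure D1:**
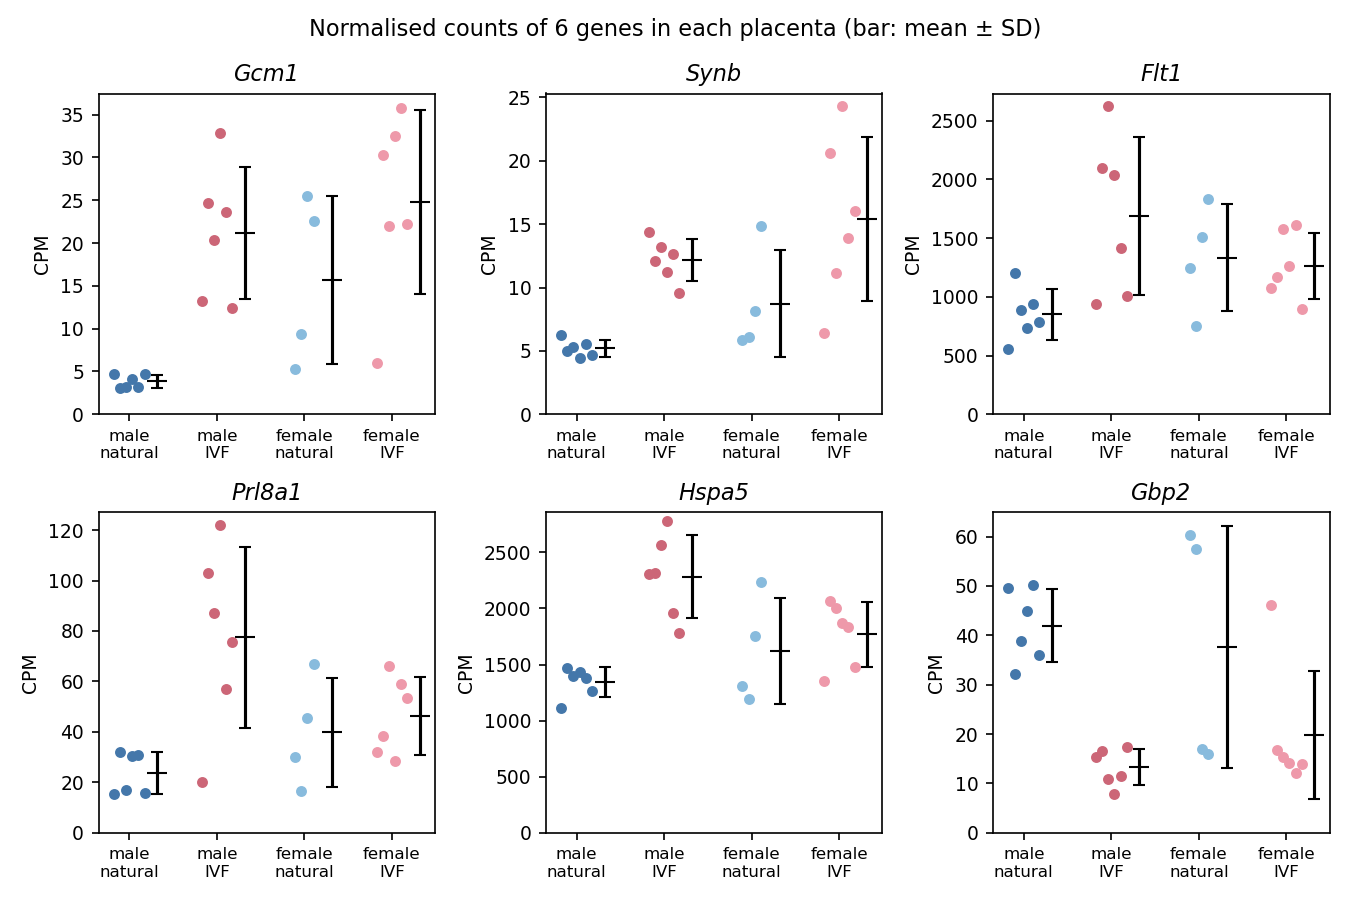
Normalised counts (CPM, y axis) of 6 genes in each placenta, by sex and conception of the sire (x axis). Each point is one placenta and the bar is the mean ± SD. Gcm1 was at 12.4 CPM or more in the 6 IVF males and at 4.76 CPM or less in the 6 natural males, whereas the female groups overlapped.

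Genes of nutrient transport were examined next. Of 22 amino acid transporters, 8 rose (9 when adjusted over the list alone) and none fell (list difference 0.28 ± 0.05, camera adjusted p = 0.000228). With an estimated correlation the adjusted p was 0.176. The cationic amino acid transporter Slc7a2 was 2.96-fold higher, and Slc7a7, Slc7a5 and Slc38a2 were 2.02-fold, 1.83-fold and 1.59-fold higher (adjusted p = 0.000926, 0.00086, 0.000135 and 0.00348 in the same order). Among 26 glucose and lipid transport genes 5 rose and none fell, yet the list did not pass (adjusted p = 0.744), and its median of 0.09 and mean difference of -0.11 ± 0.09 differed in sign. The 5 included the fatty acid transporter Slc27a3, the glucose transporter Slc2a8, the gap junction gene Gjb2 and Mfsd2a, a carrier of lysophospholipids, which were 1.47-fold to 1.69-fold higher.

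In the junctional zone, 9 of 14 spongiotrophoblast genes rose (12 when adjusted over the list alone) and none fell, with a list difference of 0.86 ± 0.16 (camera adjusted p = 2.84e-07, and 0.284 with an estimated correlation). The pregnancy-specific glycoprotein genes Psg18, Psg17 and Psg19 were 3.52-fold, 2.35-fold and 2.25-fold higher, and Prl3c1 was 3.43-fold higher. The prolactin family, hormones made by several trophoblast types, had 8 of 24 members up (9 over the list alone) and none down (difference 0.63 ± 0.16, adjusted p = 4.36e-06, and 0.284 with an estimated correlation). Prl2b1 was 3.94-fold higher and Prl8a1 was 3.29-fold higher. In the glycogen trophoblast list 5 of 10 rose, among them Aldh1a3, a retinoic acid synthesizing enzyme, at 4.66-fold, and Pcdh12 at 1.65-fold (difference 0.41 ± 0.10, adjusted p = 0.0137, and 0.284 with an estimated correlation). In the parietal giant cell list 3 of 8 rose (4 over the list alone), including Prl7a2 at 3.43-fold (difference 0.51 ± 0.20, adjusted p = 0.016, and 0.409 with an estimated correlation), but this list did not pass the exact permutation test of list levels (adjusted p = 0.0755). In the sinusoidal giant cell list the cathepsins Ctsm and Cts3 rose 3.49-fold and 2.48-fold and 6 members did not pass (difference 0.45 ± 0.11, adjusted p = 0.0439, and 0.473 with an estimated correlation). That last call was lost without any one of natural replicates 3 and 6 or IVF replicates 1, 3 and 5, with an adjusted p up to 0.0979. The prolactin, Psg and cathepsin genes are families of close copies, so reads may be shared between members. The lists also overlap, since the prolactin list holds every parietal giant cell gene and the prolactin genes of the spongiotrophoblast and glycogen trophoblast lists. Their results are therefore not independent.

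**Figure D2:**
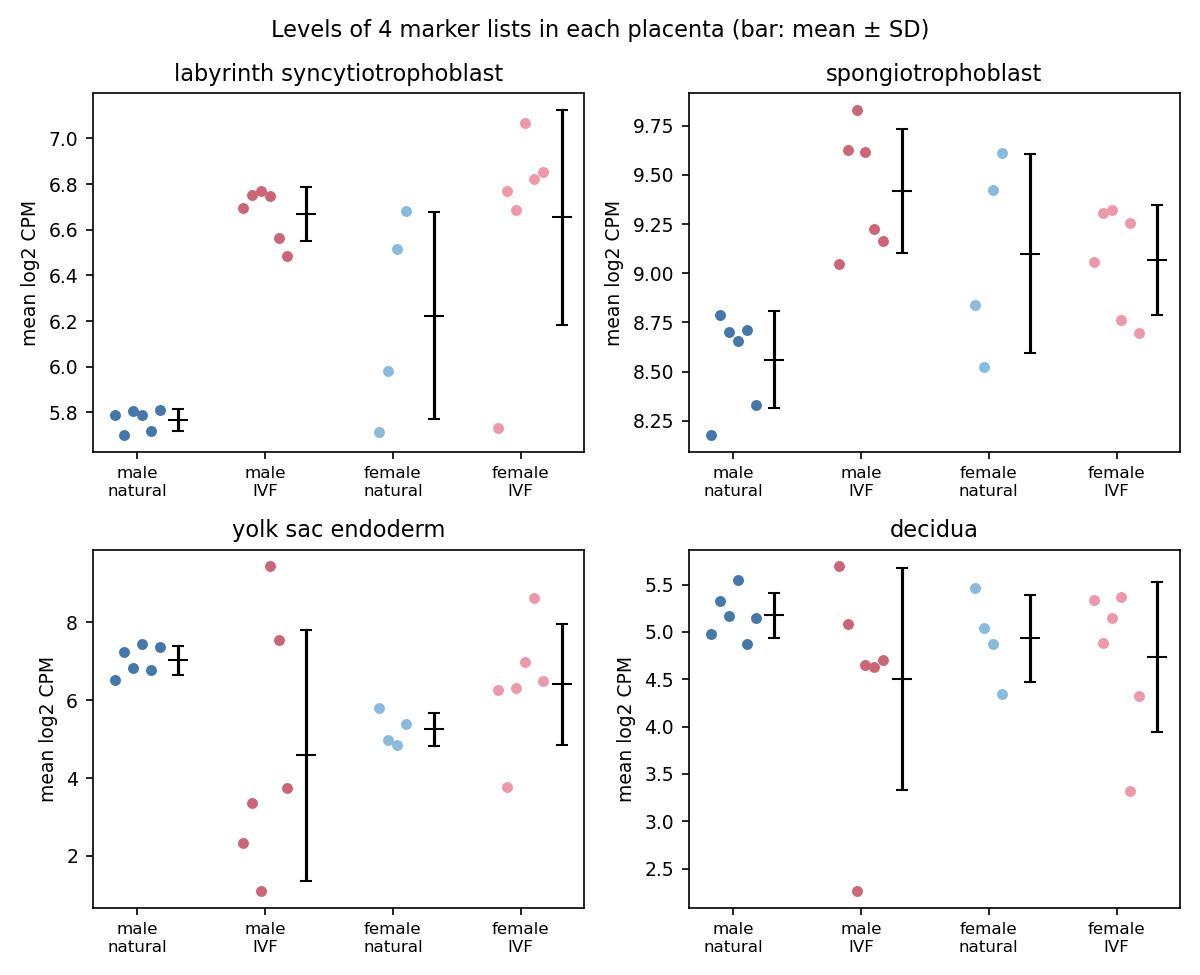
Mean log2 CPM (y axis) of 4 marker lists in each placenta, by sex and conception of the sire (x axis). Each point is one placenta and the bar is the mean ± SD. The syncytiotrophoblast level separated the male groups without overlap, and the yolk sac endoderm level ranged from 1.08 to 9.46 among the 6 IVF males.

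Stress-related genes also moved. Of 21 genes of the unfolded protein response, by which cells meet a load of misfolded protein, 14 rose and 1 fell (16 and 1 over the list alone; difference 0.34 ± 0.06, camera adjusted p = 3.64e-08, and 0.176 with an estimated correlation). The chaperone Hspa5 was 1.70-fold higher (adjusted p = 0.00189), Sdf2l1 was 1.95-fold higher and Dnajb9 was 1.73-fold higher. Chac1, which degrades glutathione, fell, being 2.62-fold lower (adjusted p = 0.0121). Of 24 genes of hypoxia and glycolysis, 9 rose (12 over the list alone) and none fell (difference 0.28 ± 0.07, adjusted p = 1.38e-05, and 0.284 with an estimated correlation). Pdk1, which restrains the oxidation of pyruvate in mitochondria, was 1.69-fold higher and Ndrg1 rose by 0.59 on the log2 scale.

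Lower in IVF males were 8 of 25 interferon-responsive genes (10 over the list alone), with a list difference of -0.49 ± 0.09 (camera adjusted p = 1.38e-05, and 0.284 with an estimated correlation). Ifit3 was 3.33-fold lower, and the guanylate-binding protein genes Gbp2 and Gbp3 were 3.16-fold and 1.97-fold lower. Among 19 inflammatory genes 5 fell and 1 rose (7 and 2 over the list alone; difference -0.43 ± 0.11, adjusted p = 0.00443, and 0.176 with an estimated correlation). Tnfaip3, a brake on NF-κB, was 1.51-fold lower. The one that rose was Il1r1, the receptor of interleukin 1, at 1.86-fold. Of 21 immediate early genes, which respond within minutes to handling and stress, 5 fell and 1 rose (7 and 1 over the list alone; difference -0.31 ± 0.08, adjusted p = 0.00748, and 0.365 with an estimated correlation). Nr4a1 was 2.58-fold lower, Hspa1a 2.02-fold lower and Fos 1.56-fold lower. Hspa1a and Hspa1b are near-identical copies, as are many histone genes. Of 11 replication histone genes 2 fell (4 over the list alone; difference -0.66 ± 0.16, adjusted p = 0.00014, and 0.284 with an estimated correlation), among them Hist1h1c, which was 1.59-fold lower.

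Lists of other tissues that a placental piece can hold were read the same way. Of 15 endothelial genes 3 fell (6 over the list alone; difference -0.42 ± 0.14, camera adjusted p = 0.00467, and 0.472 with an estimated correlation), including Eng, a co-receptor of TGF-β in vessels, and Plvap, which were 1.89-fold and 1.65-fold lower. The decidua list, marking maternal stroma, passed with 1 of 11 members down, Bmp2, which was 1.82-fold lower (difference -0.67 ± 0.49, adjusted p = 0.0469, and 0.743 with an estimated correlation). Without IVF replicate 3, in which the level was 2.26 against 4.63 to 5.70 in the other IVF males, its adjusted p was 0.205. Its call was also lost without natural replicate 2, 3, 4 or 6 or IVF replicate 4 or 6, with an adjusted p of 0.0512 to 0.0993. None of 7 uterine smooth muscle genes passed although the list did (difference -0.80 ± 0.28, adjusted p = 0.0259, and 0.42 with an estimated correlation). Without both IVF replicates 3 and 4 the adjusted p was 0.071 for uterine smooth muscle and 0.411 for decidua. Likewise none of 12 yolk sac endoderm genes passed. That list was called lower (adjusted p = 0.00368, and 0.651 with an estimated correlation) at a mean difference of -2.45 ± 1.33, while the median fold change of its members was 0.17 and so opposite in sign. Without both IVF replicates 3 and 4 it was still called lower by camera (adjusted p = 1.15e-06). Its call also stayed in all 12 leave-one-out runs, with an adjusted p up to 0.0211. By the exact permutation test of list levels none of decidua, uterine smooth muscle and yolk sac endoderm passed (adjusted p = 0.344, 0.0716 and 0.19), nor did they with fry, a rotation test (0.39, 0.0736 and 0.264). Endothelium passed the former (0.031) but not fry (0.0953), as did sinusoidal giant cells (0.0149 and 0.0928). Afp, a major transcript of the yolk sac, lay between 4833 and 8993 CPM in the natural males, whereas in the IVF males it ranged from 7.34 CPM in replicate 3 to 43101.5 CPM in replicate 4.

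Flt1, which encodes a receptor and a circulating decoy for VEGF, was examined because the study singled it out (GRCm38 chromosome 5, 147561604 to 147726438). In males it was 1.98-fold higher in IVF (log2 fold change 0.99 ± 0.26 SE, adjusted p = 0.0339), with 938 to 2627 CPM in IVF and 554 to 1201 CPM in naturals. The call was lost without any one of natural replicates 1, 3, 4, 5 and 6 or IVF replicates 2, 3 and 4, with an adjusted p up to 0.0744, while the log2 fold change stayed between 0.82 and 1.11. Without both IVF replicates 3 and 4 it was 0.68 ± 0.25 (adjusted p = 0.143). Vegfa, its ligand, was 1.67-fold higher (adjusted p = 0.000135). The list of 31 angiogenic genes had 2 up and 2 down (4 and 4 over the list alone) and did not pass as a whole (adjusted p = 0.363).

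Imprinted genes, expressed from one parental allele, did not move as a group in males (4 of 64 up, 2 down, list adjusted p = 0.933). Slc22a18 and Slc22a3 were 3.82-fold and 1.90-fold higher, and Rasgrf1 was 2.33-fold lower. The growth genes Igf2 (-0.23 ± 0.12, adjusted p = 0.255), H19 (-0.07 ± 0.13), Phlda2 (0.14 ± 0.62), Cdkn1c (-0.08 ± 0.10), Slc38a4 (0.21 ± 0.13) and Sfmbt2 (0.23 ± 0.17) did not pass. Nor did the lists of DNA methylation machinery (adjusted p = 0.0891), erythroid genes (0.172), mitochondrially encoded genes (0.24), leukocytes and stroma (both 0.34), cholesterol synthesis (0.744), matrix remodeling (0.812), ribosomal proteins (0.831), oxidative phosphorylation (0.841), steroidogenesis (0.916) or proliferation (0.994). The first of these, higher by 0.13 ± 0.04, did pass the exact permutation test of list levels (adjusted p = 0.031) and fry (0.00127), and none of the others passed either. In it Dnmt3b, a de novo DNA methyltransferase, was 1.48-fold higher (adjusted p = 0.0167). Of 8 natural killer markers 2 were tested, too few for a list test. Prf1 was 6.46-fold and Il2rb 1.57-fold higher in IVF males. Prf1 kept its call only without natural replicate 6 or IVF replicate 1, 3 or 6, and Il2rb only without natural replicate 5 or IVF replicate 1 or 6, with adjusted p-values up to 0.0786 and 0.087. In the imprinted, steroidogenesis and proliferation lists the median, the mean level and the direction of the test differed in sign, and none of them passed.

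Among called genes with an average log2 CPM over 1 and every IVF male on one side of the natural median, the largest increases were in Sez6l (14.7-fold), the collagenase Mmp1a (11.2-fold), Shisa7 (8.34-fold), Fam78a (8.03-fold), Igdcc3 (7.35-fold), Spag5 (6.67-fold), the anion exchanger Slc26a7 (6.35-fold) and Usp51 (5.65-fold). Their adjusted p-values were 0.000412 to 0.0163. Clec12b was 6.45-fold higher (adjusted p = 0.0296), a call lost without any one of natural replicates 2, 4, 5 and 6 or IVF replicates 2 and 3, with an adjusted p up to 0.0664. The largest decreases were in Gdpd3, the tryptase gene Tpsab1 (14.7-fold lower), the epithelial transcription factor Ehf (12.0-fold lower), Cntn2 (11.6-fold lower), the elongation factor Eef1a2 (6.42-fold lower), Entpd3 (5.19-fold lower), H2-Q5 (4.97-fold lower), Fat4 (4.46-fold lower), Atp1a3 (4.25-fold lower) and Adamtsl2 (4.20-fold lower). Gdpd3 was 94.2-fold lower in the fit (log2 fold change -6.56 ± 0.94 SE, adjusted p = 0.00279). The naturals themselves were split, with 34.3 to 57.9 CPM in replicates 1, 2, 4 and 5 and 2.64 to 2.90 CPM in replicates 3 and 6, while the 6 IVF males lay between 0.0890 and 0.572 CPM. The lowest of these is under the 0.117 to 0.163 CPM that 3 counts make, so the size of this fold rests on few counts.

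**Figure D3:**
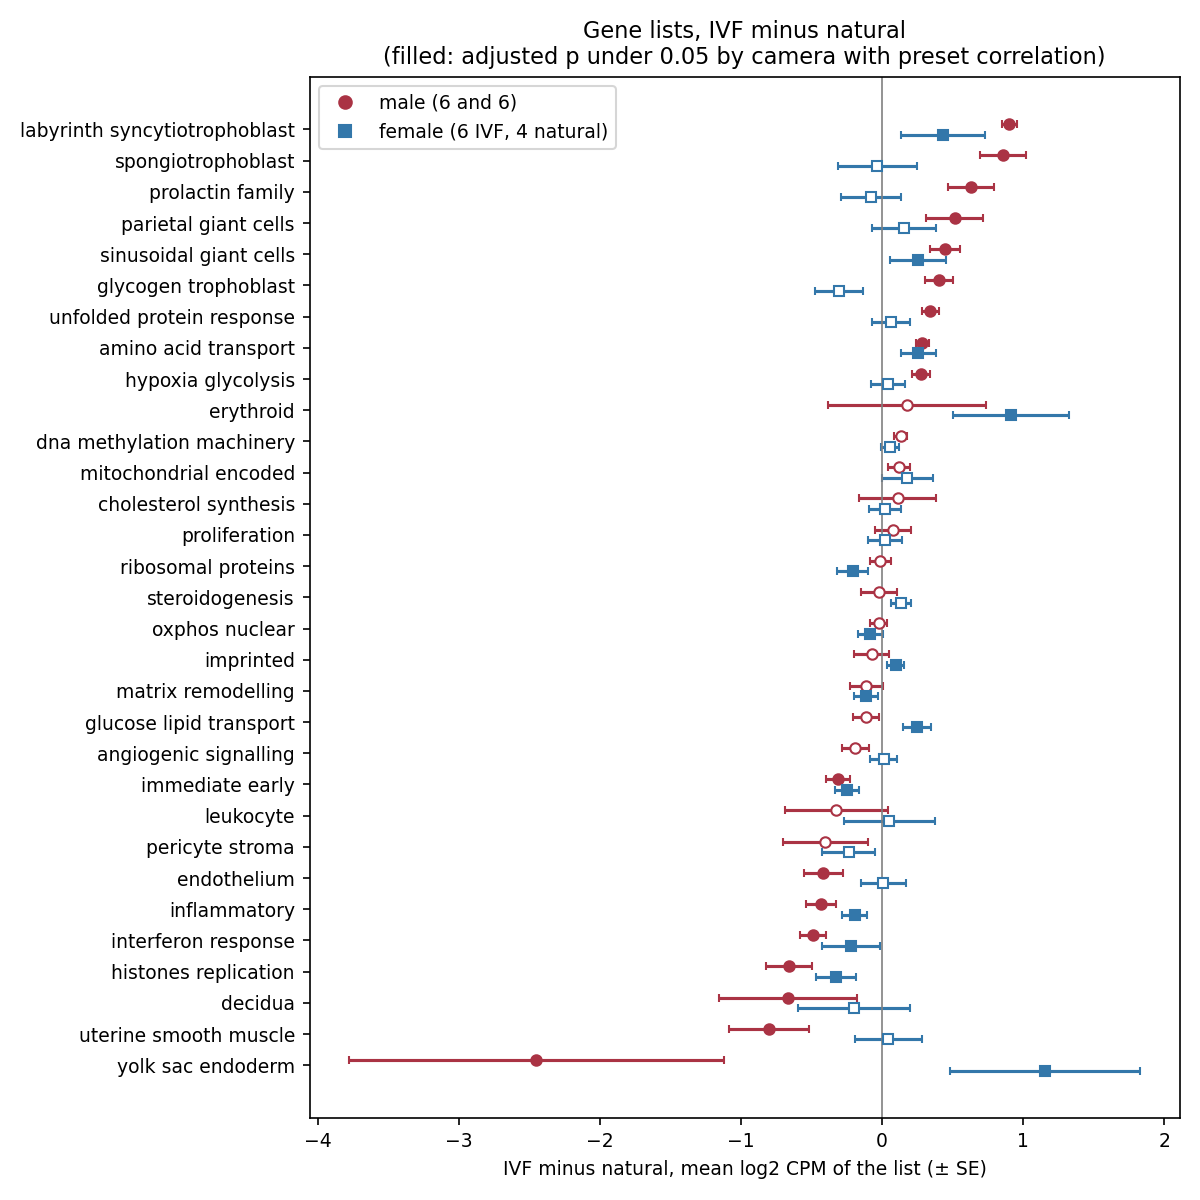
Difference in mean log2 CPM between IVF and natural placentas (x axis) for each gene list (y axis) in males and females, with SE. Filled symbols passed camera with a preset correlation. The male syncytiotrophoblast list differed by 0.90, and the yolk sac endoderm list had the widest error in both sexes.

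The same question was asked of female F2 placentas, with the groups of the deposited labels. These labels are in doubt for natural replicate 4 and IVF replicate 1. In the part that was checked, the female fold changes that the study made public follow from a grouping with this pair exchanged. With that grouping edgeR called 639 genes and DESeq2 called 1544. The absence of calls below therefore does not show that female placentas were unaffected, and all female values and comparisons of the sexes here share this limit. With the deposited labels, no gene passed an adjusted p of 0.05 among 15577 tested with edgeR. The smallest adjusted p was 0.732, and 1052 genes had an unadjusted p under 0.05 where 779 would by chance. DESeq2 called 14 genes (5 higher and 9 lower) and limma-voom called 0. Flt1 did not pass (log2 fold change -0.08 ± 0.23 SE, adjusted p = 0.955, 95% interval -0.53 to 0.38). It changed sign, to 0.12 ± 0.24, in limma-voom with quality weights, and to 0.11 ± 0.23 without natural replicate 4. Gcm1 was 1.58-fold (0.66 ± 0.49, adjusted p = 0.78) and Synb 1.77-fold (0.82 ± 0.37, adjusted p = 0.732) in IVF over natural, neither passing. Igf2, H19, Phlda2, Cdkn1c, Slc38a4 and Sfmbt2 had log2 fold changes between -0.02 and 0.27, and none passed. The female libraries did not keep to their groups on the genes that were clearest in males. Gcm1 was at 5.97 CPM in IVF replicate 1 and at 22.01 to 35.8 CPM in the other IVF females, and it was at 5.33, 9.38, 25.5 and 22.5 CPM in natural replicates 1 to 4. Gdpd3 was at 75.4, 51.7 and 66.7 CPM in natural replicates 1 and 2 and IVF replicate 1, and at most 0.667 CPM in the remaining female libraries.

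Although edgeR called no single gene in females, 14 of 31 lists passed camera with the preset correlation. None did with an estimated correlation, where the lowest adjusted p was 0.176. None of the 31 passed the exact permutation test of list levels. No member of any list was called. Adjusted p-values of the 14 ran from 4.38e-13 for ribosomal proteins to 0.0259 for sinusoidal giant cells. The lists called higher were erythroid (difference 0.92 ± 0.41 SE, n = 6 IVF and 4 natural), yolk sac endoderm (1.16 ± 0.67), syncytiotrophoblast (0.43 ± 0.30), amino acid transport (0.26 ± 0.12), sinusoidal giant cells (0.26 ± 0.20), glucose and lipid transport (0.25 ± 0.10) and imprinted genes (0.10 ± 0.06). Over the list alone 9 of 12 yolk sac endoderm genes and 1 of 26 glucose and lipid transport genes were higher, 3 of 24 prolactin family, 2 of 10 glycogen trophoblast and 1 of 31 angiogenic genes were lower, and of 13 steroidogenesis genes 1 was higher and 2 were lower. Lists called lower were histones (-0.32 ± 0.14), immediate early genes (-0.25 ± 0.09), interferon response (-0.22 ± 0.21), ribosomal proteins (-0.21 ± 0.11), inflammatory genes (-0.19 ± 0.09), matrix remodeling (-0.12 ± 0.09) and oxidative phosphorylation (-0.08 ± 0.09). The other 17 did not pass, spongiotrophoblast (-0.03 ± 0.28), the prolactin family (-0.08 ± 0.21) and the unfolded protein response (0.06 ± 0.13) among them. The syncytiotrophoblast call was lost without natural replicate 1 (adjusted p = 0.062), and in IVF replicate 1 that level was 5.73 against 6.69 to 7.07 in the other 5 IVF females. The call of interferon response was lost without natural replicate 1 or IVF replicate 6, and that of oxidative phosphorylation without natural replicate 3 or IVF replicate 1, with an adjusted p up to 0.615 and 0.854. That of sinusoidal giant cells was lost without natural replicate 1 or 2 or IVF replicate 2 or 3 (up to 0.198), that of imprinted genes without natural replicate 3 or 4 or IVF replicate 2 or 6 (up to 0.155), and that of matrix remodeling without natural replicate 1 or 3 or IVF replicate 2 (up to 0.152). Without both natural replicate 4 and IVF replicate 1, a comparison chosen after the data were seen, 51 genes passed (18 higher and 33 lower).

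Whether the effect of conception differed between the sexes was tested directly with an interaction term over all 22 libraries. Of 16569 genes 14 passed, 13 with a higher and 1 with a lower IVF effect in males. Pla2g4e, a phospholipase A2 gene, had a difference of 2.15 ± 0.33 (adjusted p = 0.0285), being 2.34-fold higher in IVF males and 1.88-fold lower in IVF females. Nkain1 (1.20 ± 0.20), the trophoblast transcription factor Cdx2 (1.88 ± 0.33), the kinase Nuak1 (1.02 ± 0.18), Aldh1a3 (3.31 ± 0.59) and Sbf1 (0.48 ± 0.09) followed, with adjusted p-values of 0.0285 to 0.0498. Chance cannot be excluded, since 3 of 60 groupings within each sex, the labeled one included, called at least 14 genes. With each of the 22 libraries left out in turn, the call stayed in 16 runs for Pla2g4e and in 4 to 11 runs for the other named genes. The count also rested on single libraries. It was 13, 10 and 13 without male natural replicate 5, male IVF replicate 6 and female IVF replicate 2, it was 51 without female natural replicate 2, and it was 0 to 7 without any one of the other 18. For Flt1 the difference was 1.07 ± 0.37 and did not pass (adjusted p = 0.379).

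Fold changes of the 2 sexes were then compared over the 15176 genes tested in both. Across genes, which are not independent replicates, Pearson's r was 0.314 and Spearman's rho 0.349. Of 100 regroupings of the male libraries 48, and of 100 of the female libraries 40, gave an r as far from 0, so chance cannot be excluded. Of the 964 genes higher in IVF males, 77.3% had a positive fold change in females (median log2 fold change 0.15), and of 563 genes lower in males 84.7% had a negative one (median -0.21). For the mean log2 CPM of these 1527 genes, signed by the male direction, the labeled female grouping ranked 39 of 210 possible groupings. The shares alone therefore do not show an effect common to both sexes. With edgeR no gene passed in both sexes, and with 0 calls in females none would be shared by chance. The correlation was 0.0840 without male IVF replicate 4, 0.168 and 0.182 without female natural replicates 1 and 2, and 0.439 and 0.425 without female natural replicate 4 and IVF replicate 1. With the labels of those last 2 libraries exchanged it was 0.605.

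**Figure D4:**
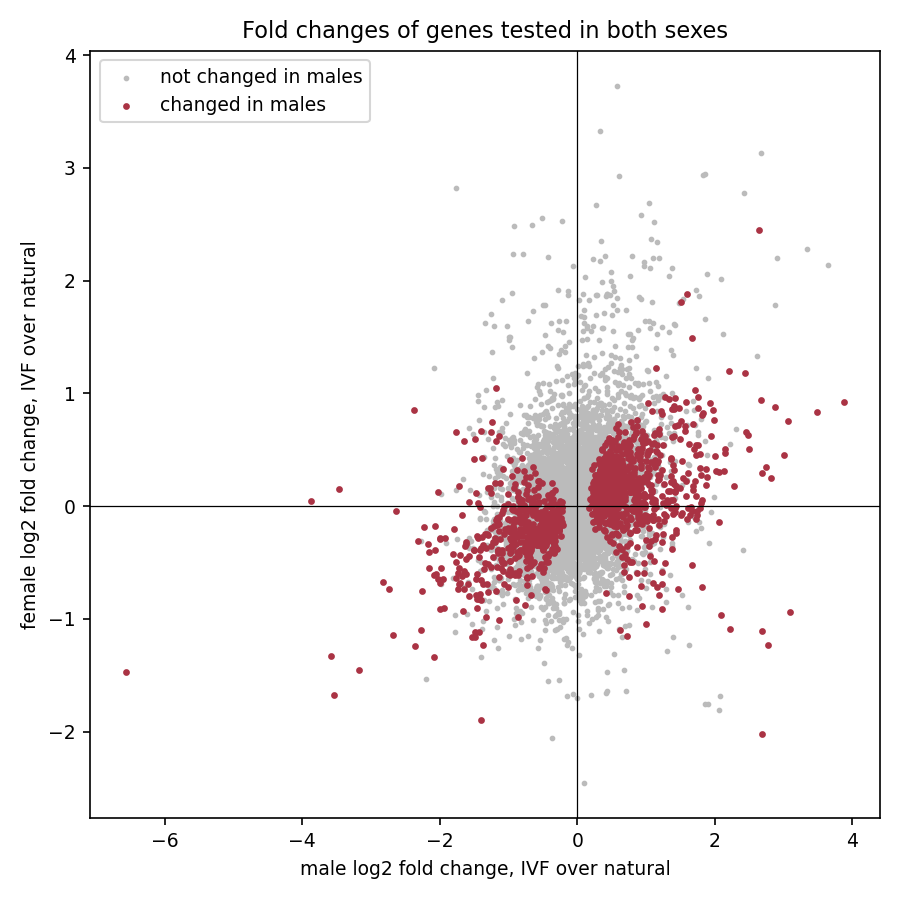
Log2 fold change of IVF over natural placentas in females (y axis) against males (x axis) for each gene tested in both sexes. Red points are genes with an adjusted p under 0.05 in males. Most of the red points lay on the same side of 0 in both sexes, with a correlation of 0.314 over all genes.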

Values the study reported

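For the F2 placentas at E18.5 the study reported 635 genes higher and 542 genes lower in IVF males than in naturals, and 438 genes higher and 421 lower in IVF females. The female fold changes that were checked come from a grouping of the libraries that differs from the deposited labels used in this report. The female values therefore do not describe the same groups of samples. Flt1 was given as higher in the placentas of both sexes. Of the genes that differed in F2 males, about 60 were shared with the earlier generation, and in females more than 100 were shared while more than 700 were not. By histology, the labyrinth took up a smaller part and the junctional zone a larger part of the placental area in IVF F2 of both sexes, and CD34 staining gave a higher microvessel density.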

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

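Chosen after the result was seen were the tests of an unlabeled batch, of exchanged labels, of natural replicate 3, of the yolk sac genes and their spread, of other splits of the female genes, the tissue covariates and levels, the removal of the GC trend and camera on the interaction.

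The number of genes that changed in male placentas was weighed first. The labeled split called 1533 genes and was the only 1 of 100 splits drawn from 462 to call as many, with 2 as the highest other. Chance can thus be excluded if the placentas are independent of one another, which the labels, without litters, do not show. Different amounts of yolk sac endoderm and decidua and a GC bias are argued against as the whole cause, since the median ratio of adjusted to unadjusted log2 fold change over the called genes was 0.958 with both tissue levels as covariates and 0.987 with the GC trend removed. An unlabeled litter, harvest or library batch cannot be told apart from the conception of the sire, because the labels give no litter or batch, and the mean score of these genes ranged over 0.697 among the 4 placentas with female natural labels, or 0.552 with natural replicate 4 and IVF replicate 1 exchanged (0.167 among the IVF females then), against 0.762 between the male groups. The conception of the sire thus stays open beside a batch. The paper bred the sires by crossing different strains, and differences between individual sires, which the labels do not give, were not modeled.

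Female placentas were weighed next, because no gene was called by edgeR and libraries of both groups lay on the other group's side on 1527 genes called in males. Natural replicates 1 to 4 scored -0.44, -0.41, 0.0877 and 0.26, and IVF replicate 1 scored -0.46 against 0.12 to 0.29 in IVF replicates 2 to 6. An exchange of labels between natural replicate 4 and IVF replicate 1 may account for it: with these 2 exchanged edgeR called 639 genes (360 higher and 279 lower), DESeq2 called 1544 (886 and 658) and DESeq2 at a fold of at least 1.5 called 857 (440 and 417), and among genes not called in males edgeR called 317 where none of the other exchanges of 1 natural and 1 IVF library called more than 1. In the part that was checked, the female fold changes that the study itself made public were those of the exchanged grouping and not of the deposited labels. The sources thus assign these libraries differently, and the labels were kept here because the counts alone do not say which is right. Also open are another structure of these libraries, which the score of 0.0877 in natural replicate 3 does not decide because the same score raised it, different amounts of yolk sac endoderm and decidua, since 0.604 of the difference in score between natural replicate 4 and IVF replicate 1 was left with both levels regressed out (0.306 without IVF replicate 4), and a biological difference.

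The yolk sac endoderm genes were weighed last, as their level spread from 1.08 to 9.46 among IVF males (SD 3.23, n = 6) and from 6.53 to 7.46 among naturals (SD 0.372, n = 6). Chance cannot be excluded for this difference in spread (exact permutation p = 0.0303, two-sided, and 0.335 when adjusted over the 31 lists tested in males). A candidate explanation is that pieces of yolk sac were left on some placentas and cleaned off others, since over the 12 male libraries the median Spearman correlation of the other list members with Afp was 0.951. Afp was at 49.6, 229, 7.34, 43101.5, 9112 and 403 CPM in IVF replicates 1 to 6, and Alb reached 1282 CPM in IVF replicate 4. The 12 tested members all passed the count filter in these placentas and stand in no other list, and a biological difference in the yolk sac was not tested.

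Other libraries that stood apart from the rest of their group were found by the gap to the nearest library. Chance gives such a gap in about 1 in 20 groups, which is 18.1 of the 362 groups tested, and 22 were found. Among list levels in males, interferon response was 4.81 in natural replicate 6 (nearest other 4.58), leukocytes were 2.78 in natural replicate 1 (4.21) and sinusoidal giant cells were 9.77 in natural replicate 6 (10.0). Cholesterol synthesis was 6.04 in IVF replicate 4 (4.53), decidua 2.26 in IVF replicate 3 (4.63) and endothelium 4.48 in IVF replicate 3 (5.00). In females, ribosomal proteins were at 8.23 in natural replicate 3 (7.89), syncytiotrophoblast at 5.73 in IVF replicate 1 (6.69) and oxidative phosphorylation at 5.67 in IVF replicate 3 (5.55). In log2 CPM, male natural replicate 6 had Ctsm at 7.84, Fat4 at 3.78, Hspa1a at 5.98 and Hspa1b at 5.89, and natural replicate 4 had Dnmt3a at 7.73, Rasgrf1 at 2.00 and Sfmbt2 at 6.79. Psg19 was 8.18 in male natural replicate 1. In IVF males Chac1 was 0.33 in replicate 3, Nr4a1 was 4.82 in replicate 1 and Slc2a8 was 4.36 in replicate 6. In IVF females Cdx2 was 3.26 in replicate 4 and Sbf1 was 6.55 in replicate 6.

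The effect of conception differed between the sexes for 14 genes by the interaction, with adjusted p-values of 0.0285 to 0.0498. The male minus female log2 fold change was 2.15 for Pla2g4e, 1.20 for Nkain1, 1.88 for Cdx2, 1.02 for Nuak1, 3.31 for Aldh1a3, 0.48 for Sbf1, 1.27 for Nos1, 2.06 for Pla2g4f, -1.81 for Slc46a3, 1.57 for Ada, 1.83 for Cyfip2, 0.70 for Usp27x, 1.26 for Ncam1 and 1.79 for Vstm5. Of 60 regroupings within each sex 3 gave as many as 14 genes, and the highest other gave 166, so chance cannot be excluded. Which libraries that regrouping exchanged was not recorded, and what the 166 reflect was not tested.

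By camera on the interaction 10 lists also differed, none of them with an estimated correlation (adjusted p = 0.296 to 0.541). Their male minus female mean log2 fold change was 1.03 for spongiotrophoblast (adjusted p = 5.12e-09), 0.21 for ribosomal proteins (1.36e-08), -1.49 for yolk sac endoderm (8.47e-08), 0.32 for the unfolded protein response (2.93e-07), 0.75 for the prolactin family (3.29e-07), 0.73 for glycogen trophoblast and 0.24 for hypoxia and glycolysis (both 0.000161), -0.39 for endothelium (0.00098), 0.50 for syncytiotrophoblast (0.0116) and -0.87 for uterine smooth muscle (0.0158). The 14 genes and 10 lists rest on the deposited female labels, which are in doubt for 2 libraries.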

How the results depend on the processing

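Halved counts, thinning, tissue covariates, removal of the GC trend and leaving out 2 libraries of a sex together were tests chosen after the data were seen; the others were planned. Male calls numbered 1151 to 2257 over RLE, no filter, replicate block, DESeq2, limma-voom, one fit, halved and thinned counts, covariates and GC removal, against 1533. They were 793 at a fold of at least 1.5, by construction, and 876 without IVF replicates 3 and 4, with 10 libraries in the fit. Leave-one-out gave 1066 (without IVF replicate 2) to 1797 (without IVF replicate 6). Female calls stayed at 0 except for 14 with DESeq2, 14 with DESeq2 at a fold of at least 1.5, and 51 without natural replicate 4 and IVF replicate 1. The genes shared by the sexes stayed at 0 except for 1 with DESeq2, 1 with DESeq2 at a fold of at least 1.5, and 25 without those 2 libraries of each sex. The sex-difference count of 14 became 4 with RLE, 3 with no filter, 92 with DESeq2, 1 with limma-voom, and 0 (without male natural replicate 1) to 51 (without female natural replicate 2) in leave-one-out. The correlation of 0.314 became 0.106 with no filter, 0.142 with DESeq2, and 0.0840 (without male IVF replicate 4) to 0.439 (without female natural replicate 4) in leave-one-out. The 17 male lists became 1 with an estimated correlation and 15 to 18 in leave-one-out. The 14 female lists became 0 with an estimated correlation, 1 with fry and 11 to 16 in leave-one-out. List levels gave 14 calls with either prior count, and with the prior count of 2 all 14 were in males. The cause was not tested for any of these beyond the fold and the fewer libraries.

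With the replicate number as a block, samples sharing only a number, male calls were 1151, female calls 0, sex-difference genes 0, the correlation 0.135, and called lists 16 and 13. Of lists called otherwise, this block lost decidua in males (adjusted p = 0.0537) and imprinted genes and interferon response in females (0.105 and 0.232), and it gained decidua in females (0.0437). Deviations of same-numbered libraries correlated by -0.101 to 0.113 in males (0 of 6 best with their own number). In females they did so by 0.410, -0.03, 0.198 and 0.136 for replicates 1 to 4 (2 of 4 best with their own number). Not every pair was over 0.1 in either sex, so the numbers were not taken as a pairing. Under this block the uncalled genes Igf2 (females, -0.0118) and Phlda2 (males -0.44, females -0.50) reversed in sign.

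Flt1 in males (0.99) kept its sign, with adjusted p-values of 0.00136 to 0.143. It did not pass with no filter (0.99), limma-voom (0.84), covariates (0.82), without IVF replicates 3 and 4 (0.68) or at the lowest of leave-one-out (0.82, without IVF replicate 3; highest 1.11, without natural replicate 2). Flt1 in females (-0.08), never called, reversed with limma-voom (0.12), without natural replicate 4 and IVF replicate 1 (0.16) and in leave-one-out (-0.26 without natural replicate 2 to 0.11 without natural replicate 4). The cause was not tested.

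Over 121 other fold changes of named genes and 1535 alternatives, 1374 kept direction and side of the threshold, 136 lost and 4 gained a call, and 21 reversed, all of genes not called. Cdkn1c in males reversed with covariates (0.000508) and without IVF replicates 3 and 4 (0.0119). Cdkn1c in females reversed with DESeq2 (7.82e-07), limma-voom (0.0477), halved counts (0.00191), GC removal (0.0700) and in leave-one-out (-0.0629 to 0.11). H19 in males reversed with covariates (0.0673) and in leave-one-out (-0.12 to 0.00644). Igf2 in females did so in leave-one-out (-0.00958 to 0.12). Phlda2 in males reversed with limma-voom (-0.70), without IVF replicates 3 and 4 (-0.0221) and in leave-one-out (-0.28 to 0.37), and in females with limma-voom (-0.20), covariates (-0.19) and in leave-one-out (-0.16 to 0.38). Sfmbt2 in females reversed without natural replicate 4 and IVF replicate 1 (0.0790) and in leave-one-out (-0.14 to 0.0448). The cause was not tested. At the depths, group sizes and spread of these libraries, changes of 1.5-fold were mostly missed on simulated data (26.9% called in males, 16.4% in females). Those data held 200 changed genes, whereas 1533 were called in males, so the male share need not hold there. The female spread was taken from the deposited labels, which are in doubt for 2 libraries.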

Other observations

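The comparisons of other splits of the libraries reported below were planned, except that of the female genes, whose test was chosen after the result was seen.

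Single genes of lists that did not pass as a whole changed in male placentas. In the steroidogenesis list, Srd5a1, which reduces progesterone and testosterone, was 1.71-fold higher in IVF males (adjusted p = 0.0117), and Hsd17b2, which inactivates estradiol and testosterone, was 1.48-fold higher (adjusted p = 0.00602). Fdx1, which passes electrons to the side-chain cleavage enzyme of steroid synthesis, was 1.39-fold lower (adjusted p = 0.00578). Srebf2, the main activator of cholesterol synthesis genes, was 1.46-fold lower (adjusted p = 0.0163), and Mcm6, a part of the replicative helicase, was 1.35-fold lower (adjusted p = 0.0117). The ribosomal protein gene Rpl3 was 1.40-fold higher (adjusted p = 0.00237). None of these genes passed in females, where edgeR called no gene at all with the deposited labels.

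In female placentas the erythroid list, called higher in IVF by camera, holds globin and other red cell genes, and none of its 12 tested members passed. The fold changes were 0.80 ± 0.35 for Hbb-bs, 0.72 ± 0.30 for Alas2, the first enzyme of heme synthesis in red cells, and 0.96 ± 0.30 for Slc4a1, the anion exchanger of the red cell membrane (log2 ± SE, adjusted p = 0.732 for each). With an estimated correlation the adjusted p of the list was 0.284. In males the same genes had 0.74 ± 0.37, 0.92 ± 0.39 and 1.25 ± 0.52, and neither they nor the list passed. These genes were chosen after their values were seen.

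Other splits of the libraries were set against the remaining counts. In females the labeled split called 0 genes, which all 100 of the splits drawn from 210 reach by definition, so their number says nothing about chance. The highest other called 639, the split that exchanges IVF replicate 1 with natural replicate 4, and points to a structure of the female libraries that the deposited labels do not follow. Of the male splits 3 of 100 called at least 17 lists, the labeled one included, with 19 as the highest other. That share is small, but another grouping called more lists, so chance is unlikely rather than excluded. Of the female splits 10 of 100 called at least 14 lists, with 18 as the highest other, so chance cannot be excluded. The shares of female splits are not those of a random draw, since all 24 exchanges of 1 natural and 1 IVF library were included. Every other split drawn called at least 3 lists in males and at least 4 in females. With the preset correlation some lists were thus called under any grouping drawn, which limits what the adjusted p of a single list shows. For the correlation of 0.314 between the sexes, 48 of 100 regroupings of the male libraries and 40 of 100 of the female libraries lay as far from 0, the farthest others being -0.452 and 0.631, so chance cannot be excluded.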
